A study of Mycolicibacterium smegmatis with 4 samples. Its data were reported in "Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in Mycobacterium smegmatis" (2013).

How the data were processed

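Total RNA of *M. smegmatis* strain SMR5 was measured on custom 2-colour Agilent arrays. Cells were grown in 7H9 medium to the exponential phase, and starved cells were washed and held for 30 min in a form of 7H9 from which ammonium sulfate and glutamic acid were left out and whose iron salt held no ammonium. The sources used here differ on whether the supplied cells were washed as well. Per the labels, 2 biological replicates were each hybridised on 2 arrays, and the dyes of starved and supplied RNA were exchanged between them. Per the file headers, all 4 arrays were on 1 slide and were read in 1 scan session, so that no slide or scan could serve as a batch.

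The deposited scanner files hold intensity values for 13520 spots on gene probes per array. Per the file headers, the authors had subtracted the background and normalised the dyes within each array with Agilent Feature Extraction 9.5.3.1 to obtain the processed intensity, and mean foreground and median background intensities were given as well. The deposited value table of the series holds log2 values that the authors had obtained with GeneSpring. Set against the scanner files, its columns were log2 ratios of supplied over starved, without further centring (r between -0.9999 and -0.9989 with the turned scanner ratios, 99.6% of genes equal within 0.001). Their medians were 0.0321, 0.0532, 0.0223 and 0.014. In the files, each of 6760 genes had 1 probe on 2 spots. Locus tags and product annotations are those of the array, in which the letter z was lost and is restored here, and 6398 locus tags were matched to a table of the reference annotation for gene symbols. Among the tested genes, 36 share their probe sequence with another gene.

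For the main values, the log2 ratio of the processed signals of starved over supplied RNA was taken for each spot, with the sign turned by the dye labels. Control spots and spots marked as outliers in either channel (1 to 12 gene spots per array) were left out, and saturated spots were kept (at most 1). The 2 spots were averaged. A gene was tested if it was well above background on all 4 arrays in at least 1 of the 2 conditions, which left out 609 genes. The arrays of each replicate were averaged, which cancels a dye effect, and the 2 replicate values were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit had 1 residual degree of freedom and 3.61 prior degrees of freedom. The study's own test, a t-test against zero on log ratios, was run as an alternative. For 8 called genes, the starved signal was not well above background on any array. None of them is named here. The median background was 40.5 to 42 in Cy3 and 53 to 55 in Cy5, and the median ratio of signal to background was 2.78 to 3.49 in Cy3 and 4.2 to 5.59 in Cy5.

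Before the data were examined, 26 gene lists were fixed, as were the design and the alternatives. One list, of GlnR-dependent genes, was taken from the study's own array results. The AmtR list came from the study as well, apart from MSMEG_2188, which the paper's text does not name. The others were set by locus tags or product annotations. The ammonium, nitrate and nitrite, urea and AmtR lists hold genes of the GlnR list. So do the purine and pyrimidine, amino acid transport, sugar transport, sigma factor, WhiB and iron lists. The tests of all these lists are therefore not independent of each other or of the study's array results. Of the 26 lists, 25 were tested against all other genes with limma's camera (preset inter-gene correlation of 0.01, two-sided, Benjamini-Hochberg adjustment over the lists), and 4 reference and regulator genes were given as values. With an estimated correlation, 1 residual degree of freedom remained, and none of the 14 lists past the threshold passed (camera, adjusted p = 0.523 for each of them). As this held even for the GlnR list, with 124 of 125 genes higher, that version cannot decide whether a list was shifted. Among the 14 lists past the threshold, the estimate was below the preset only for the ammonium (-0.111) and sigma factor (-0.00758) lists. For the others the estimate was higher, as with 0.258 for *mce*, 0.555 for ribosomal protein and 1 for fatty and mycolic acid synthesis genes. The preset can therefore make their p-values too small, although the estimates rest on 1 residual degree of freedom. The named genes were also fixed by a rule. It took all measured members of the ammonium, nitrate and nitrite, AmtR and reference gene lists. It further took the 10 largest rises and the 10 largest falls past the threshold with the same direction on all 4 arrays and an informative annotation. Of each other list, it took up to 4 members in the main direction and up to 2 in the other. The text names part of this set. Genes outside the rule were picked after their values were seen, namely *inhA*, *leuB*, MSMEG_4940, the uracil-DNA glycosylase genes, the neighbours of *amtR*, the siderophore genes, MSMEG_2346 and the runs of neighbouring genes.

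The fit and the list test were first checked on simulated data. In 20 simulations of the comparison of starved with supplied cells with 6151 genes, 200 of them changed, limma recovered 60.1% of genes changed 1.5-fold, 95.3% of those changed 2-fold, 99.0% of those changed 3-fold and all changed 10-fold, and 6.73% of its calls were genes without a change. A list of 30 shifted genes was found in 20 of the 20 simulations, and a list without a shift in 0. Genes were simulated independently of each other, with variances from the fitted prior, and far fewer were changed than were called in the data. The simulations therefore do not show how the list test behaves on lists of genes that vary together. Alternatives covered the background correction (normexp, offset 50) with loess or with median centring, median centring of the processed signals, the series' value table, filters on dim genes and outlier spots, a variance trend, arrays as samples, unpaired channels, the methods' t-test and leaving out each array or replicate. A replicate block by duplicateCorrelation was planned but gave no value. A block with its correlation from mean squares, and scaling the arrays alike, were added after the data were seen. Figures were drawn with matplotlib 3.10.9. Data of other series of the study were not analysed here.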

Results

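Transcript levels of nitrogen-starved and nitrogen-supplied cells of the *M. smegmatis* wild-type strain SMR5 were compared on 2-colour DNA microarrays, to find the genes whose mRNA amounts changed when the nitrogen source was taken away. Starved cells had been transferred for 30 min to medium without a nitrogen source. RNA of 2 biological replicates was used, and each replicate was hybridised on 2 arrays with exchanged dyes, so that 4 arrays were available. The arrays carried probes for 6760 genes, of which 6151 were bright enough to be tested. Between 89.7% and 97.5% of the gene spots were well above background in the channel with starved RNA, and between 90.5% and 99.6% in the channel with supplied RNA. All log2 ratios below are starved over supplied, given as the mean ± SD of the 2 replicates, and the number of arrays limits their precision. An SD over 2 values can be small by chance, and single arrays can differ more. For the glutamate synthase gene MSMEG_6458, for example, the SD was 0.0014 while the arrays ranged from -1.94 to -1.40.

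In starved cells, some genes for the uptake and assimilation of ammonium, nitrite, urea, amino acids and purines stood among those with the strongest rise. Lower transcript levels were found for 53 of 56 ribosomal protein genes, all 9 fatty acid and mycolic acid synthesis genes, all 8 ATP synthase genes and 28 of 34 *mce* genes, with 1 gene of the last list higher and the others without a call. These 4 lists were shifted downwards (camera, adjusted p = 0.0018 or lower). With an estimated correlation, which left 1 residual degree of freedom and could not decide, none passed (camera, adjusted p = 0.523). In total, 1783 genes (29.0% of those tested) were higher and 2164 genes (35.2%) were lower in starved cells by limma's test after Benjamini-Hochberg adjustment. Of these, 325 were at least 3-fold higher and 251 at least 3-fold lower (198 and 113 with normexp and loess, 208 and 106 with normexp and median centring). A change of at least 10-fold was seen for 78 higher and 4 lower genes. The direction was the same on all 4 arrays for 1765 of the higher and 2121 of the lower genes. The smallest log2 ratio called had a size of 0.239, and the median SD between the replicates was 0.092. Over all tested genes, the median log2 ratio was -0.03.

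The largest rise was found for *ddaH* (MSMEG_1414), annotated as an amidinotransferase, with a log2 ratio of 6.64 ± 0.08 (SD, n = 2), which is 99.5-fold. A copper methylamine oxidase gene (MSMEG_2526) followed with 6.12 ± 0.56 (n = 2). A nitrite extrusion protein gene (MSMEG_0433) rose by 6.04 ± 0.28, and a gene for a hydrolase of the carbon-nitrogen family (MSMEG_0571) by 5.82 ± 0.10. The value of 5.90 ± 0.90 for a phenoxybenzoate dioxygenase subunit (MSMEG_1989) rests on a supplied signal that was well above background on 2 of the 4 arrays. Periplasmic binding protein gene MSMEG_1084, of a peptide, opine and nickel uptake family, rose by 5.70 ± 0.19. The gene MSMEG_6734, annotated as a dibenzothiophene desulfurization enzyme, rose by 5.60 ± 0.19. The adjusted p-values of these 7 genes in limma's test lay between 2.71e-05 and 0.00022, and each was higher on all 4 arrays.

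Of the 10 genes for ammonium transporters, PII signalling proteins and glutamine synthetases, 9 rose and 1 fell, and the same numbers were found when adjusted over the list alone. The list was shifted upwards as a whole with a mean log2 ratio of 3.26 (camera, adjusted p = 1.93e-05, but adjusted p = 0.523 with an estimated correlation). The genes *amtB* (MSMEG_2425), *glnK* (MSMEG_2426) and *glnD* (MSMEG_2427), which encode an ammonium transporter, a PII signal transduction protein and the enzyme that modifies it, rose by 4.89 ± 0.04, 5.0 ± 0.02 and 4.09 ± 0.11 (n = 2). These correspond to 29.6-fold, 32-fold and 17-fold higher mRNA amounts. The ammonium transporter gene *amt1* (MSMEG_6259) rose 15.3-fold, and the ammonium transporter family gene MSMEG_4635 rose 20.2-fold. Glutamine synthetases assimilate ammonium into glutamine. Transcripts of the type III enzyme gene *glnT* (MSMEG_6260) rose by 4.95 ± 0.22, and those of *glnA* (MSMEG_4290) by 2.78 ± 0.05. The one gene of the list that fell was MSMEG_4293, which encodes the adenylyltransferase of glutamine synthetase, with -0.97 ± 0.12 (limma, adjusted p = 0.000843).

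Genes for glutamate synthases and glutamate dehydrogenases did not all change in the same direction. Of 6 such genes, 2 rose and 4 fell, also when adjusted over the list alone. The glutamate synthase genes MSMEG_3225 and MSMEG_3226 rose by 1.01 ± 0.04 and 0.94 ± 0.10, while the paralogous pair MSMEG_6459 and MSMEG_6458 fell, with -2.17 ± 0.17 and -1.67 ± 0.0014 (n = 2). Both glutamate dehydrogenase genes fell, MSMEG_4699 by 0.59 ± 0.04 and *gdhA* (MSMEG_5442) by 0.45 ± 0.03. The list as a whole did not pass the threshold (camera, adjusted p = 0.409).

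Of 7 measured genes for nitrate and nitrite transport and reduction, 5 rose and none fell, also when adjusted over the list alone. Their mean log2 ratio was 3.03 (camera, adjusted p = 0.00423, but adjusted p = 0.523 with an estimated correlation). The nitrite reductase genes *nirB* (MSMEG_0427) and *nirD* (MSMEG_0428) rose 51.6-fold and 40.2-fold, and the molybdopterin oxidoreductase gene MSMEG_4206 rose 15.3-fold. Of the respiratory nitrate reductase genes, the assembly gene *narJ* (MSMEG_5138) rose by 0.30 ± 0.0044, a call that was lost under 5 alternatives of limma's test, among them normexp with loess and leaving out the replicate 1 or the replicate 2 array with starved RNA in Cy5 (limma, adjusted p = 0.0589, 0.0543 and 0.0986, range over all alternatives of limma's test 0.00434 to 0.0986). The gene *narI* (MSMEG_5137) had a log2 ratio of 0.02 ± 0.11, the sign of which changed with the array or the replicate left out. The transporter gene MSMEG_5141 had -0.08 ± 0.16, the sign of which changed with normexp and loess and without replicate 1. The subunit genes MSMEG_5139 and MSMEG_5140 were too dim to be tested.

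Of 19 measured genes for urea uptake and hydrolysis, 17 rose and none fell, also when adjusted over the list alone, with a mean of 1.85 (camera, adjusted p = 1.15e-06, but adjusted p = 0.523 with an estimated correlation). The strongest rises were those of the urea transporter genes *urtA* (MSMEG_2982), *urtD* (MSMEG_2979), *urtC* (MSMEG_2980) and *urtB* (MSMEG_2981), with 35.7-fold, 17-fold, 14.8-fold and 11.4-fold. The 6 genes MSMEG_2184 to MSMEG_2189 were taken here as the cluster proposed to be under the repressor AmtR. This cluster includes genes for a permease and for urea breakdown, and 5 of its genes rose, with a list mean of 2.73 (camera, adjusted p = 0.00985, but adjusted p = 0.523 with an estimated correlation). The permease gene MSMEG_2184 rose by 5.83 ± 0.40, with a supplied signal well above background on 3 of 4 arrays. The gene MSMEG_2186 rose by 4.87 ± 0.19, urea amidolyase gene MSMEG_2187 by 1.82 ± 0.34 and allophanate hydrolase gene *atzF* (MSMEG_2189) by 1.59 ± 0.24. The integral membrane protein gene MSMEG_2188 fell by 1.46 ± 0.14. It lies in the same range of locus tags, but the paper's text does not name it among the proposed AmtR targets. The numbers of this cluster were the same when adjusted over the list alone. Its 5 genes that rose are also in the study's list of GlnR-dependent genes, so the cluster is not independent evidence. For control by AmtR, the paper has other experiments. It reports stronger hybridisation signals of MSMEG_2184, MSMEG_2187 and MSMEG_2189 in an *amtR* deletion strain, reversed by a plasmid with *amtR*. It also reports binding of AmtR upstream of MSMEG_2184.

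**Figure D1:**
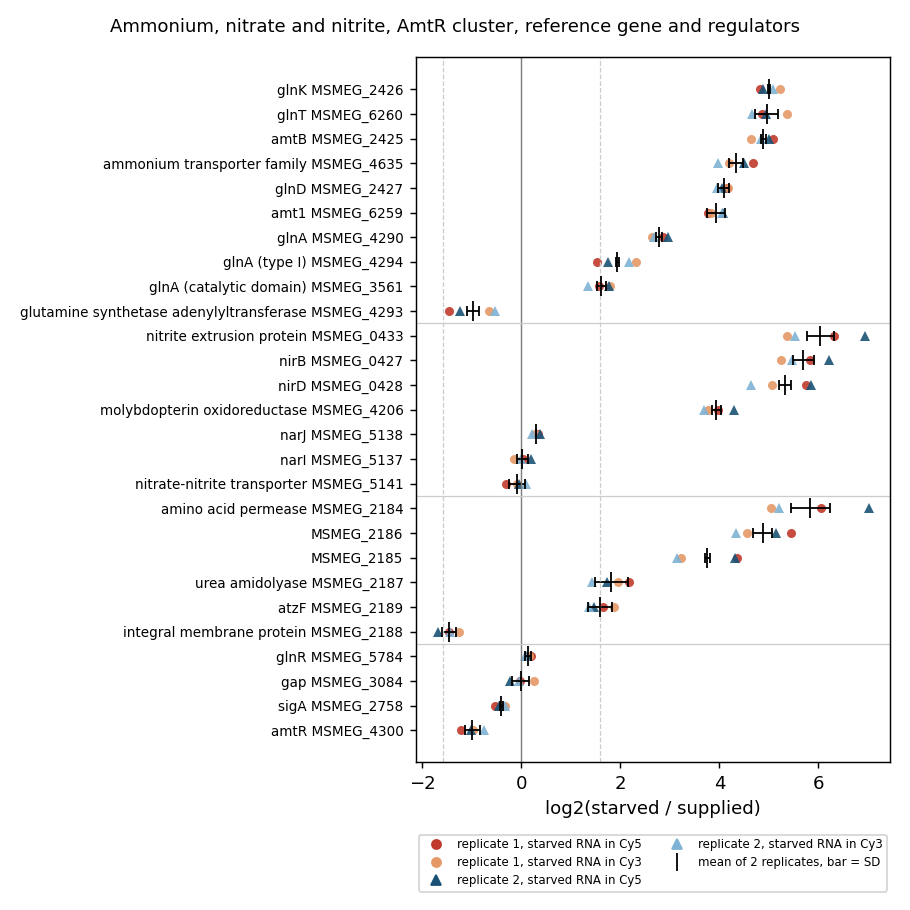
Log2 ratio of starved over supplied (x axis) for the measured genes of ammonium uptake and glutamine synthesis, nitrate and nitrite use, the AmtR cluster, and the reference gene with 3 regulators, from top to bottom. Coloured points are the 4 arrays, black ticks the means of the 2 replicates with the SD as bars, and dashed lines a 3-fold change; *glnK* lies near 5.0 and *amtR* lies at -0.99.

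Purine and pyrimidine transport and breakdown genes rose in 20 of 28 cases and fell in 2 (20 and 3 when adjusted over the list alone). The mean of this list was 1.33 (camera, adjusted p = 1.93e-05, but adjusted p = 0.523 with an estimated correlation). The permease gene MSMEG_5730 rose 34.2-fold and the xanthine and uracil permease gene MSMEG_1293 rose 12-fold. For the allantoicase gene MSMEG_1294 (10.3-fold), the supplied signal was well above background on 2 of 4 arrays, and for the xanthine and uracil permease gene MSMEG_2570 (19.8-fold) on 1. The permease gene MSMEG_2972 fell by 1.34 ± 0.11. The list also holds uracil-DNA glycosylase genes, whose products repair DNA, of which MSMEG_5031 rose by 0.70 ± 0.51 and MSMEG_2399 had -0.04 ± 0.32. Among 42 amino acid and peptide transport genes, 19 rose and 14 fell, also when adjusted over the list alone. The list as a whole, with a mean of 0.92, missed the threshold (camera, adjusted p = 0.0698). The amino acid permease gene MSMEG_0781 rose 21.8-fold and the oligopeptide transporter gene MSMEG_1087 rose 18.1-fold, whereas the permease gene MSMEG_1118 fell 2.43-fold, with a starved signal well above background on 3 of 4 arrays.

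All 125 genes that the study listed as dependent on the regulator GlnR were measured, and 124 of them rose, also when adjusted over the list alone. The only gene of this list that fell was MSMEG_5783 (*mshD*), with -0.49 ± 0.12. Of the 325 genes that were at least 3-fold higher, 111 (34.2%) belonged to this list. The list mean was 3.25 (camera, adjusted p = 9.13e-39, but adjusted p = 0.523 with an estimated correlation). The study chose the list on arrays that can share RNA with these, so it is not independent evidence.

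Transcripts of *glnR* itself (MSMEG_5784) had a log2 ratio of 0.13 ± 0.06 (limma, adjusted p = 0.205), which passed the threshold in 3 alternatives, among them normexp with loess or median centring. The gene *amtR* (MSMEG_4300) fell by 0.99 ± 0.15 (limma, adjusted p = 0.000922) on all 4 arrays, and the 200 genes nearest in signal had a median of -0.11. The principal sigma factor gene *sigA* (MSMEG_2758) fell by 0.41 ± 0.03. The reference gene *gap* (MSMEG_3084), for glyceraldehyde-3-phosphate dehydrogenase, had -0.01 ± 0.18 (limma, adjusted p = 0.919), with a sign that changed with the centring and with the array or the replicate left out.

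Genes for sigma factors and their antagonists were shifted upwards with a mean of 0.56 (camera, adjusted p = 0.0387, but adjusted p = 0.523 with an estimated correlation), although 15 of 33 rose and 5 fell, also when adjusted over the list alone. The gene MSMEG_0586, with the STAS domain of anti-sigma factor antagonists, rose 14.5-fold, *sigJ* (MSMEG_6817) 10.1-fold, the stress-related *sigB* (MSMEG_2752) 8.68-fold and *sigE* (MSMEG_5072) 6.43-fold. The genes *mimR* (MSMEG_1970) and MSMEG_1486, annotated as sigma factors, fell by 0.85 ± 0.10 and 0.91 ± 0.27. Of 6 genes for WhiB regulators, 4 rose and 1 fell, also when adjusted over the list alone. This list, with a mean of 1.27, missed the threshold (camera, adjusted p = 0.0719). Among them, MSMEG_1597 rose 16.7-fold and *whiB7* (MSMEG_1953), a regulator of antibiotic resistance, rose 2.72-fold. Universal stress and starvation protein genes did not pass the threshold as a list (camera, adjusted p = 0.147), with 8 of 19 higher and 4 lower, also when adjusted over the list alone. The DNA-protecting protein gene MSMEG_6467 rose by 2.39 ± 0.80 and carbon starvation gene MSMEG_2259 fell by 1.16 ± 0.02.

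Of 56 measured ribosomal protein genes, 53 fell and none rose, also when adjusted over the list alone, and 24 of them fell at least 3-fold. The mean log2 ratio was -1.51 (camera, adjusted p = 1.19e-14, but adjusted p = 0.523 with an estimated correlation). Lowest were *rpsS* (MSMEG_1440) with -2.49 ± 0.16, *rplV* (MSMEG_1441) with -2.43 ± 0.25 and *rplW* (MSMEG_1438) with -2.42 ± 0.20 (n = 2). Aminoacyl-tRNA synthetase genes fell in 15 of 22 cases, and 1 rose (15 and 2 when adjusted over the list alone), with a mean of -0.63 (camera, adjusted p = 0.00281, but adjusted p = 0.523 with an estimated correlation). The isoleucyl-tRNA synthetase gene *ileS* (MSMEG_3169) fell 2.95-fold, and the one that rose was *thrS* (MSMEG_2931), 1.22-fold, a call that was lost with unpaired channels and when any 1 of the 4 arrays was left out (limma, adjusted p = 0.0548 to 0.0996, range over all alternatives of limma's test 0.00492 to 0.0996). Arginine biosynthesis genes fell in 8 of 10 cases, and 1 rose (8 and 2 when adjusted over the list alone), with a mean of -0.69, and -0.39 with normexp and loess (camera, adjusted p = 0.0387, but adjusted p = 0.523 with an estimated correlation). Argininosuccinate synthase gene *argG* (MSMEG_3770) fell 2.75-fold and *argB* (MSMEG_3774) 2.4-fold, while acetylornithine deacetylase gene MSMEG_3397 rose 2.5-fold.

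All 9 fatty acid and mycolic acid synthesis genes fell, also when adjusted over the list alone, 7 of them at least 3-fold. The mean was -2.36 (camera, adjusted p = 6.37e-05, but adjusted p = 0.523 with an estimated correlation). The genes *kasA* (MSMEG_4327) and *kasB* (MSMEG_4328), for enzymes that elongate mycolic acid precursors, fell by 3.19 ± 0.18 and 3.04 ± 0.15, and the fatty acid synthase gene MSMEG_4757 fell by 3.18 ± 0.02 (n = 2). The gene *inhA* (MSMEG_3151), the target of isoniazid, fell by 0.49 ± 0.15. All 8 ATP synthase genes fell, also when adjusted over the list alone, with a mean of -1.07 (camera, adjusted p = 0.0018, but adjusted p = 0.523 with an estimated correlation). Among them, *atpB* (MSMEG_4942) fell 2.88-fold and *atpA* (MSMEG_4938) 2.54-fold. One of the 8, MSMEG_4940, was annotated as a bacteriophage lysis protein and fell by 0.83 ± 0.11. The *mce* genes, known for lipid uptake, fell in 28 of 34 cases, also when adjusted over the list alone. Their mean was -1.16, and -0.68 with normexp and loess (camera, adjusted p = 4.08e-06, but adjusted p = 0.523 with an estimated correlation). The Mce family gene MSMEG_0137 fell 6.08-fold, and the one gene that rose, MSMEG_4921, encodes methylmalonyl-CoA epimerase and no Mce family protein.

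Of 35 sugar transport genes, 22 fell and 5 rose (23 and 5 when adjusted over the list alone), with a mean of -0.77, and -0.44 with normexp and loess (camera, adjusted p = 0.0018, but adjusted p = 0.523 with an estimated correlation). The phosphotransferase genes MSMEG_0085 and MSMEG_0084 fell 6.37-fold and 5.09-fold. The ribose transport permease gene MSMEG_4171 rose by 1.77 ± 0.0076, while another such gene (MSMEG_3090) fell by 2.05 ± 0.15. The glycerol uptake facilitator gene MSMEG_2124 had one of the largest falls (10.9-fold, starved signal well above background on 3 of 4 arrays). Other large falls were those of *efeO* (MSMEG_5419), an iron uptake gene, with -3.81 ± 0.56, the manganese transporter gene *mntH* (MSMEG_5589) with -3.64 ± 0.04 and the septum formation gene *maf* (MSMEG_1811) with -3.47 ± 0.11 (n = 2).

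**Figure D2:**
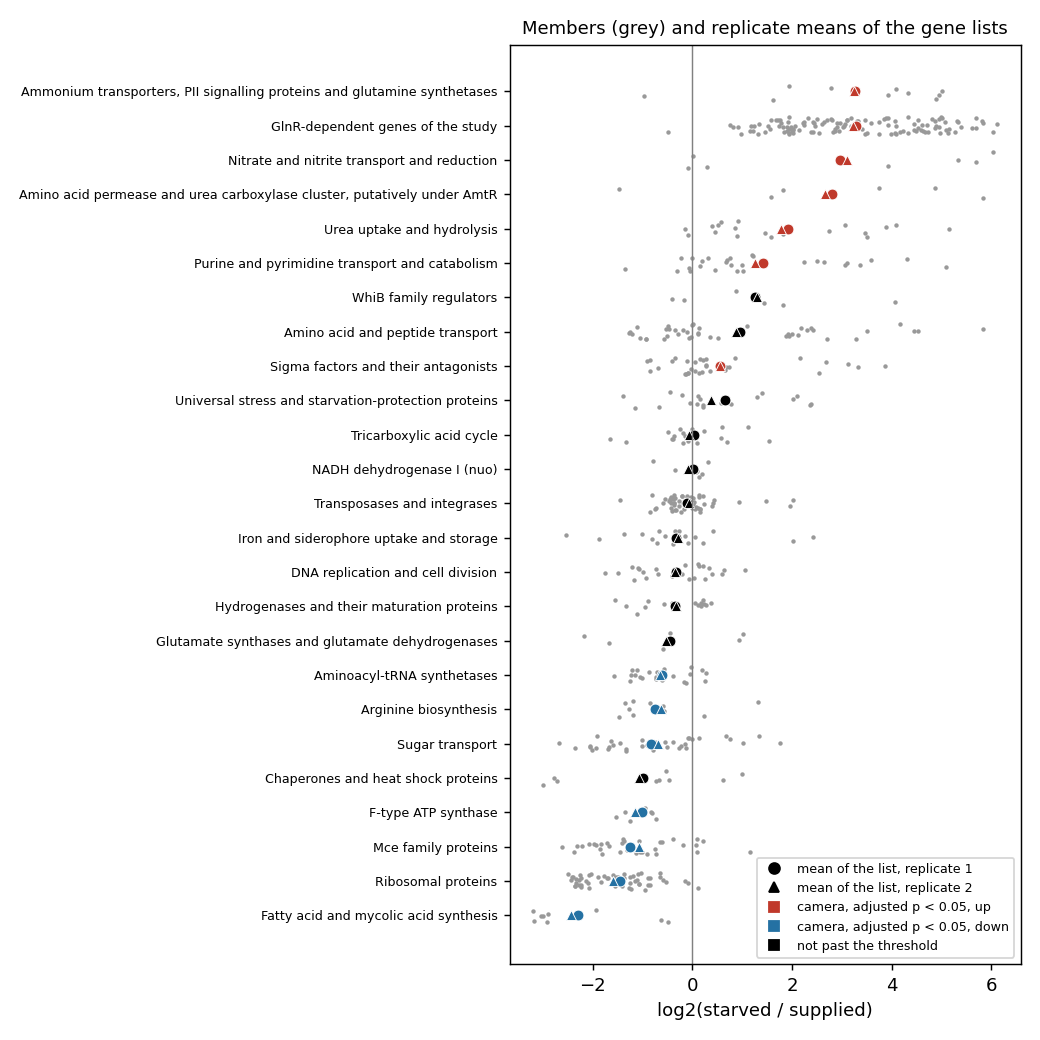
Log2 ratio of starved over supplied (x axis) for the members (grey points) and the means (circles for replicate 1, triangles for replicate 2) of the 25 gene lists tested. Red and blue symbols mark the 7 lists shifted upwards and the 7 shifted downwards by camera with a preset correlation, from a mean of 3.26 for the ammonium list to -2.36 for fatty and mycolic acid synthesis.

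The chaperonin genes *groES* (MSMEG_1582) and *groL* (MSMEG_0880 and MSMEG_1583) fell by 2.99 ± 0.03, 2.78 ± 0.23 and 2.71 ± 0.02. Of 9 chaperone genes, 7 fell and 2 rose, also when adjusted over the list alone, and the list missed the threshold (camera, adjusted p = 0.0698), though it passed with normexp and loess together (camera, adjusted p = 0.0483, range over all alternatives of camera 0.0483 to 0.523). The replication initiator gene *dnaA* (MSMEG_6947) fell 3.37-fold and the division gene *ftsX* (MSMEG_2090) fell 2.8-fold, and 11 of 24 replication and division genes fell and 6 rose, also when adjusted over the list alone (camera, adjusted p = 0.294). Of 22 tricarboxylic acid cycle genes, 4 rose and 6 fell (4 and 5 when adjusted over the list alone; camera, adjusted p = 0.941). In that list, MSMEG_5049, annotated as a component of 2-oxoglutarate dehydrogenase, rose by 1.55 ± 0.16, and *sucC* and *sucD* (MSMEG_5525 and MSMEG_5524) fell by 1.64 ± 0.16 and 1.34 ± 0.02. The list also took in *leuB* (MSMEG_2379), a 3-isopropylmalate dehydrogenase gene of leucine synthesis, with -0.19 (no call). The NADH dehydrogenase I genes (1 of 8 higher, 2 lower, and 1 and 1 when adjusted over the list alone) had a mean of -0.03 (above 0 after median centring and without replicate 2), a median of 0.08 and a test in the upward direction (camera, adjusted p = 0.62).

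**Figure D3:**
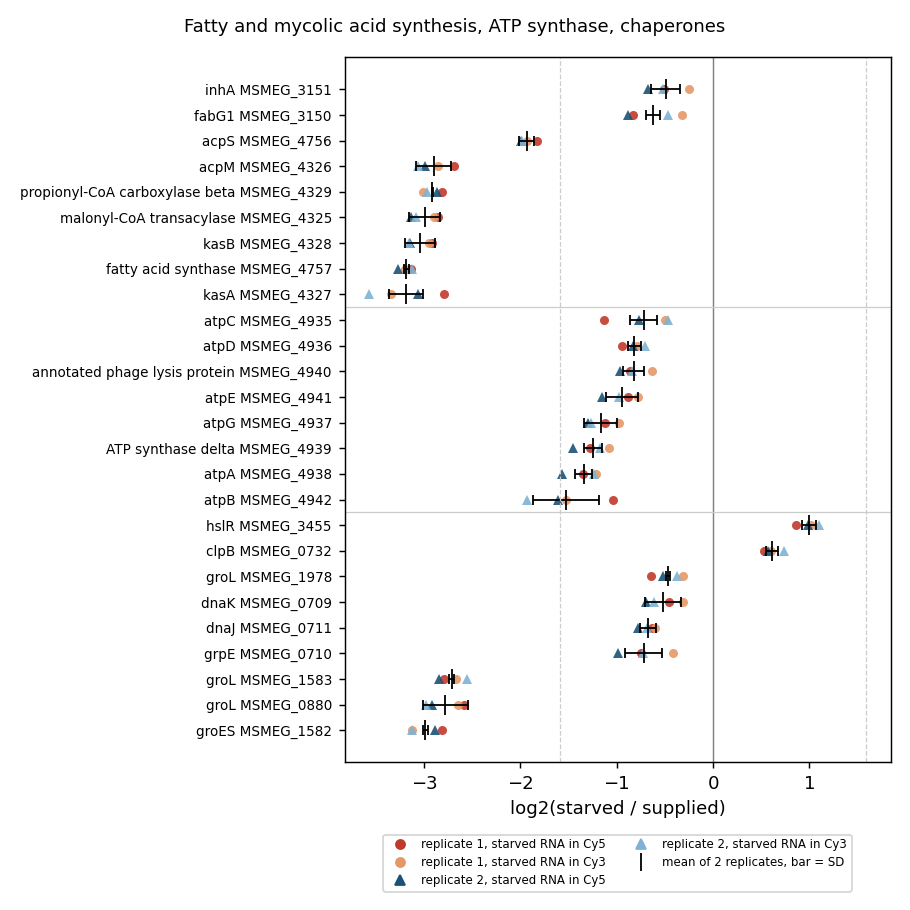
Log2 ratio of starved over supplied (x axis) for the genes of fatty and mycolic acid synthesis (top), ATP synthase (middle) and chaperones (bottom). Coloured points are the 4 arrays, black ticks the means of the 2 replicates with the SD as bars, and dashed lines a 3-fold change; *kasA* lies at -3.19 and *groES* at -2.99.

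Of 18 iron and siderophore genes, 3 rose and 10 fell, also when adjusted over the list alone, and the list did not pass the threshold (camera, adjusted p = 0.16). The bacterioferritin gene *bfr* (MSMEG_3564) rose by 2.02 ± 0.34 and the gene of a ferric uptake regulator (MSMEG_0429) by 2.43 ± 0.03, while the iron permease gene *efeU* (MSMEG_5418) fell by 2.54 ± 0.40. The gene MSMEG_0429 is also in the study's list of GlnR-dependent genes and follows *nirB* and *nirD* by locus number. Hydrogenase genes fell in 8 of 16 cases and rose in 2 (8 and 3 when adjusted over the list alone; camera, adjusted p = 0.409), and the maturation gene *hypD* (MSMEG_2275) fell 2.91-fold. Of 59 transposase and integrase genes, 25 fell and 7 rose (24 and 7 when adjusted over the list alone; camera, adjusted p = 0.219). The transposase genes MSMEG_0072 and MSMEG_0074 both rose, but their probe sequences are shared with other genes on the array, so that their signals are not gene-specific.

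The log2 ratios of the replicates correlated across genes with r = 0.964, where genes are not independent replicates. With normexp and loess in place of the processed signals, log2 ratios of the called named genes were smaller (median 0.82 times, and by over 1.5 times for 29 of 146, among them MSMEG_1989, MSMEG_2124, MSMEG_2570 and MSMEG_1294), and genes at least 3-fold changed numbered 198 higher and 113 lower. The methods' t-test on the 2 replicate means called 0 genes after Benjamini-Hochberg adjustment (902 higher and 1136 lower at its unadjusted threshold). On the array of replicate 2 with starved RNA in Cy3, log2 ratios were smaller than on the others, with an SD over genes of 0.909 against 1.05 to 1.09, and without this array 1754 genes were higher and 2119 lower.

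**Figure D4:**
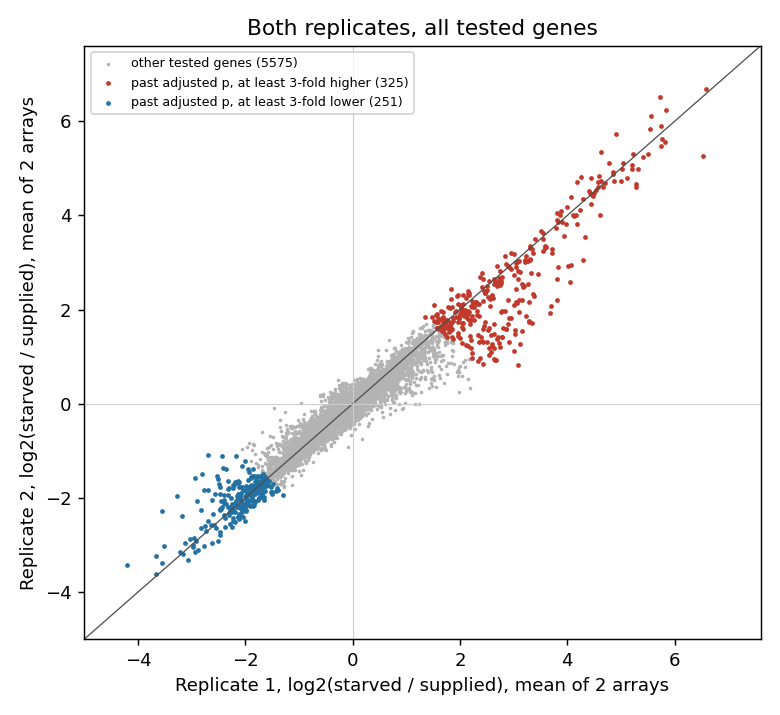
Log2 ratio of starved over supplied in replicate 1 (x axis) and replicate 2 (y axis), each the mean of 2 arrays, for all 6151 tested genes. Red and blue points are the 325 genes at least 3-fold higher and the 251 genes at least 3-fold lower, and the line marks equal values in both replicates.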

Values the study reported

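With a limit of 3-fold, the study counted 284 genes with higher and 231 genes with lower mRNA levels in starved wild-type cells. Of the increased genes, 12.5% were assigned to nitrogen metabolism, compared with 4% of the decreased ones.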

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

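The tests of a weaker response in replicate 2 and of a fault of 1 array or dye for *amtR* were chosen after the result was seen. Among 190 measures checked for a single array far from the other 3, 3 stood out, all on the array of replicate 2 with starved RNA in Cy3. Chance alone picks out about 1 in 20 such groups of 4.

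The slope of the spike-in controls, whose ratios are set by the kit, was 0.237 on this array against 0.384 to 0.402 on the others (the gap to the nearest array made up 0.891 of the range). This slope sets observed against expected log2 ratios, so that 1 would mean full recovery of the set ratios. All 4 arrays lay well below 1, with r2 of 0.416 to 0.643. Whether the ratios of genes were compressed as well was not tested. The mean of the *mce* list was -0.92 on this array against -1.26 to -1.21 on the others (0.855 of the range). The log2 ratio of the permease gene MSMEG_2570 was 3.54 on this array against 4.49 to 4.65 on the others (0.855 of the range), and its supplied signal was well above background on 1 of 4 arrays.

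Log2 ratios on this array were smaller than on the other 3. A weaker response of the replicate 2 cells as the whole cause is argued against, because the slope on the mean of replicate 1 was 0.809 here and 0.962 on the other array with the same RNA, a difference of -0.153 (95% bootstrap interval -0.162 to -0.144), which replaced a first test, on the slope of 0.962 alone, that had left this open. As a part of the cause it stays open. Of the genes at least 3-fold higher, 57 rose by at least 1 more in replicate 1 and 0 in replicate 2 (53 of the 57 with both arrays of replicate 2 below both of replicate 1, and 41 with a supplied signal well above background on all 4 arrays). Of those at least 3-fold lower, 8 fell further in replicate 1 and 0 in replicate 2. As these genes were picked by that difference, and the mean of replicate 2 includes this array, they cannot settle the question. Signal added evenly to all spots may be the cause, since the dimmest 1% of gene spots reached 79.5 in Cy3 and 78.7 in Cy5 here against 17.9 to 26.1 on the other arrays, and the slope on the mean of the others was 0.601 in the third of genes with the lowest signal. In the third with the highest signal it was 0.941 (interval 0.931 to 0.951), so that added signal as the whole cause and some mixing of the RNAs or dyes cannot be told apart, as bright genes changed by more than 2 had a slope of 0.924 (0.909 to 0.937) and those within 1 had 0.943 (0.921 to 0.964).

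The gene *amtR* fell by 0.99 on the log2 scale. A shift of all genes at its signal level is argued against by the median of -0.11 among the 200 genes nearest in supplied signal (interval -0.23 to -0.05). A fault of 1 array or dye is argued against as well, as the highest value of the 4 arrays was -0.76. The neighbouring genes MSMEG_4299 and MSMEG_4301 had -1.02 and -2.13. Of the next genes on either side, MSMEG_4298 (*panB*) had 2.63 and MSMEG_4302 had -0.17. As *amtR* was measured with 1 probe, a fault of this probe stays open, as does a lower *amtR* mRNA amount in starved cells. The paper's RNA hybridisations with an *amtR* probe go against a lower amount, as it reports no effect of nitrogen starvation on that signal.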

How the results depend on the processing

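Scaling of the arrays and the replicate block from pooled mean squares were added after the data were seen. Of 150 named genes tested, 139 kept their direction and side of the threshold under the alternatives that tested them, the methods' t-test on 2 replicate means left out (7 of the 139 were too dim for the filter on both channels), and all 146 called ones kept their direction where tested. A gene with the same sign on all 4 arrays cannot turn when arrays or replicates are left out, nor under other tests of the same ratios. For direction, the informative alternatives are therefore those with another background correction, normalisation or centring. The counts of higher and lower genes stayed within 1.5 times of the main ones except in these cases, for which the cause was not tested unless stated. At least 3-fold higher genes numbered 198 and 208, and at least 3-fold lower genes 113 and 106, with normexp and loess or median centring. The offset used with normexp shrinks ratios of dim genes by construction, but it was not varied apart from the background correction. The methods' t-test on 2 replicate means called 0 genes in each of the 4 counts, against 902, 1136, 209 and 192 unadjusted, as 1 degree of freedom is left. On 4 arrays it called 1666 and 2007, but this counts the 2 arrays of each replicate as independent samples. They are not, with a correlation within replicate of 0.619 from pooled mean squares. The number of shifted lists was 0 in camera with an estimated correlation (0 at unadjusted p as well), where 1 residual degree of freedom is left. Fry, which tests a list against no change and not against other genes, called 17 lists, 12 of them among camera's 14. Leaving out one array gave 1476 to 1754 higher, 1793 to 2119 lower, 309 to 340 at least 3-fold higher and 234 to 289 at least 3-fold lower genes. By fold alone, leaving out one replicate gave 275 to 371 higher and 244 to 273 lower genes. The replicate block gave 1759 higher and 2140 lower genes and ended the call of 3 named genes, and unpaired channels without a replicate block gave 1598 and 1961.

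Signs turned for genes and lists near 0. The *gap* gene MSMEG_3084 had 0.0691 (normexp and median centring), 0.0253 (median-centred), and 0.0565 and 0.0363 without the replicate 1 and the replicate 2 array with starved RNA in Cy5 (-0.1381 to 0.1122 without one replicate). Without these arrays MSMEG_5137 had -0.0273 and -0.0288 (-0.0552 to 0.0987 without one replicate). With normexp and loess, MSMEG_5141 had 0.0093 (-0.2004 to 0.0315 without one replicate) and the transposase list 0.0157. Median-centred, the NADH dehydrogenase list had 0.0066 (-0.082 to 0.0187 without one replicate) and the tricarboxylic acid cycle list 0.0171 (-0.0735 to 0.0311). With normexp and loess, the means of the arginine synthesis, *mce* and sugar transport lists were over 1.5 times smaller, with no call lost, as were those of the glutamate synthesis, iron, NADH dehydrogenase and tricarboxylic acid cycle lists, which were not called. The *glnR* gene MSMEG_5784 passed the threshold in 3 alternatives. Signal over background left 609 genes too dim to be tested. The fit with duplicateCorrelation gave no value for 4 arrays and was not run. Per-probe and brightest-probe tests were void, with 1 probe per gene.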

Other observations

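The iron test below was chosen after the result was seen, as were the gene groups of the next 2 paragraphs. Genes next to each other on the chromosome often changed together. In the order of the reference annotation, with 362 array genes that it does not list placed by their locus numbers and genes without a probe passed over, 32 runs of at least 4 neighbouring genes were called in 1 direction and at least 3-fold changed, 19 higher and 13 lower, while 100 shuffled orders gave at most 1. The genes MSMEG_1411 to MSMEG_1415, around *ddaH* and the ornithine aminotransferase gene *rocD*, were 5 such genes with a mean log2 ratio of 3.78. The run MSMEG_5341 to MSMEG_5344, with 3 genes of unknown product next to a peptidase gene, had a mean of 4.02. Among the runs that fell, MSMEG_6758 to MSMEG_6762, with the glycerol kinase gene *glpK* and a glycerol-3-phosphate dehydrogenase gene, had a mean of -2.11. The run MSMEG_5057 to MSMEG_5061, with the ABC transporter genes for SugA, SugB and SugC, had a mean of -1.94.

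Some genes rose more in replicate 1 than in replicate 2. Of the genes at least 3-fold higher, 57 differed between the replicates by at least 1 on the log2 scale with the larger rise in replicate 1, and 0 with the larger rise in replicate 2. In 53 of the 57, both arrays of replicate 1 lay above both arrays of replicate 2, and in 41 of the 57 the supplied signal was well above background on all 4 arrays. None of the 57 was in the list of GlnR-dependent genes. Among them were *usfY* (MSMEG_1769) with 2.58 in replicate 1 and 1.45 in replicate 2, the DNA-protecting protein gene MSMEG_6467 with 2.96 and 1.82, the phytoene synthase gene MSMEG_2346 of carotenoid synthesis with 2.79 and 1.43 (supplied signal well above background on 2 of 4 arrays), and other genes of the run MSMEG_1766 to MSMEG_1774, which includes *usfY* and had a mean of 2.57. No test of these genes as a group was run. Of the genes at least 3-fold lower, 8 fell further in replicate 1 and 0 in replicate 2.

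The iron uptake genes *efeU*, *efeO* and *efeB* fell (-2.54, -3.81 and -2.95). A shift of all genes at their signal level is argued against by the median of -0.22 among the 600 genes nearest in supplied signal (95% bootstrap interval -0.30 to -0.12). The starvation medium held another iron salt, so more usable iron was set up as a hypothesis. The 21 genes at the exochelin and mycobactin loci, whose bounds come from general knowledge and take in *panD*, had a mean of -1.18. Its standard error of 0.18 was taken over genes, which are not independent replicates. In replicates 1 and 2, the exochelin genes had means of -1.57 and -1.17, and the mycobactin genes -1.13 and -0.72. Of the 21 genes, 20 were lower (2 of them with a starved signal not well above background, so that their falls are bounds) and 0 higher, and bacterioferritin rose. These values go with that hypothesis. The medium was exchanged together with the nitrogen source, so a response of iron genes to starvation itself stays open.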
